A study of Mus musculus with 21 samples.

How the data were processed

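RNA was measured by sequencing in mammary tumours and in sorted hematopoietic stem cells (HSC) of MMTV-PyMT mice, a strain that carries a mammary tumour transgene. Per the labels' protocols, tumour RNA was extracted with TRIzol and HSC RNA with a micro-scale column kit, and libraries were made with a stranded mRNA kit. The 21 libraries fell into 7 groups of 3. The aligner, the counter, the genome build and the annotation were not stated, so no coordinates are given and genes are named by the symbols of the deposited tables.

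The authors deposited 4 tables, each holding the libraries of 1 comparison as a normalized signal per gene. The values of every column were whole multiples of 1 step, so the authors' values were gene counts divided by 1 factor per library. Whole reads came out for 100% of the values of every column. In sedentary tumour replicate 3 of week 18 the step was 0.991, too close to 1 for a formal check of this kind, although its values also came out whole. The tables of the authors also gave a log2 fold change, a p-value, an adjusted p-value and a test statistic, which serves as a score per gene. The statistic gave the deposited p-value as a chi-square with 1 degree of freedom for 100% of the genes with a p-value under 1 in each table. The tool behind it was not stated, and the adjusted p-value of the authors was 1 for 292 to 1370 genes per table. The label descriptions name DEBrowser. Fold changes of the authors' deposited table for sedentary and active HSC were signed as sedentary over active, and were turned round here.

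Both tumour tables listed 19241 genes, each with at least 10 reads in at least 1 of the 12 tumours. The HSC tables listed 13513 and 13636 genes. Each HSC table also held 21 symbols turned into dates, and these genes were tested but are not named. Recovered totals ran from 20838963 to 28973775 reads in tumours and from 16406889 to 72417315 reads in HSC libraries. The reads carried no molecular identifiers, so floors cover counting error only.

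The design fixed before the data were examined called for a count test on counts and for limma on normalized values. Since the deposited values were normalized, limma 3.58.1 (lmFit, eBayes without trend or robust options) in R 4.3.3 was applied to log2(value + 1), over genes with a mean of at least 1 in either group, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes are therefore on the log2(value + 1) scale, which understates the change of low genes. Counts recovered from the deposited values were tested with edgeR 4.0.16 (quasi-likelihood), DESeq2 1.42.0 and limma-voom as alternatives chosen after seeing the data. A group whose libraries all held 3 reads or fewer was treated as at the floor.

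The comparisons were active against sedentary tumours at week 12 and at week 18, the difference between these effects over all 12 tumours, active against sedentary HSC, and transplant against active HSC. A comparison of transplant with sedentary HSC was planned only if libraries shared by the HSC tables held identical or proportional values. This condition failed for 1 library, so the comparison was run as an addition, on the 6 sedentary and transplant libraries alone, with recovered reads joined on gene symbols and scaled by the median of ratios. The design's fit of all 9 HSC libraries together was not run for the same reason.

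Before the data were examined, 19 gene lists were written from general knowledge of marker genes. Of these, 13 were tested in tumours and 11 in HSC, with camera at a preset correlation of 0.01 and Benjamini-Hochberg adjustment within a comparison. Named genes followed a rule set in advance. Per comparison, they were the 4 largest changes in each direction among genes past the threshold with no overlap between groups and a mean of at least 50 in the higher group. With no such gene in either direction, the 2 smallest p-values in each direction were named. Up to 5 list genes past the threshold, over all genes or within their list, were added.

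Replicate numbers were checked for pairing by correlating, across genes, the deviations of same-numbered libraries from their group means. All 3 pairs exceeded 0.1 at week 18 in tumours, with 0.164, 0.159 and 0.139, and in transplant against active HSC, with 0.105, 0.116 and 0.318. By that rule the replicate numbers were treated as pairs in these comparisons only, although the labels state no pairing. In the other comparisons at least 1 pair fell below 0.1.

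The procedure was tested on simulated counts with 200 genes changed by 3.00 on the log2 scale. With the spread of the week 12 tumours, limma recovered 68.0% of them among 19089 genes tested, with 7 other calls. With the spread of the transplant comparison it recovered 95.5% among 13600 genes, with 17 other calls out of 208. GENCODE M21 was used by symbol only, for gene class, GC content and transcript length. Alternatives covered scaling, filters, pseudocounts, tests, thresholds, the replicate number as a block, a term for the style of HSC library names, and fits without each library.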

Results

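Gene expression was compared between sedentary and physically active mice of the MMTV-PyMT strain. Mammary tumours were sampled at week 12 and week 18, with 3 libraries per activity group at each time. HSC were sorted at week 12 from sedentary and active mice, and at week 14 from sedentary mice transplanted with cells of active mice, with 3 libraries per group. Tumour libraries held between 20838963 and 28973775 recovered reads. In the HSC, replicate 3 of each group was the deepest library, with 58500940, 71473823 and 72417315 reads in sedentary, active and transplant HSC. The other HSC libraries held 16406889 to 24574563 reads. The library names of replicate 3 also contain a letter, whereas the other names are numbers, so depth and name style mark a batch that crosses the groups. Xist was detected in every library, and none of 4 Y-linked genes was listed.

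One HSC library could not be identified. The active library numbered 6 in the labels appears in both HSC tables under different names, and its reads differed at 13105 of 13399 shared genes. The 2 other active libraries shared by the tables differed at 4 genes each, Gm1821, Lars2, Rn45s and Ubb. At most 1 of the columns can be library 6. Every comparison with active HSC below rests on the column of its own table. Counts of called genes, the medians of called lists and most named genes are also given with the other column.

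The first comparison asked which genes differed between active and sedentary tumours at week 12. The 3 libraries of each group did not overlap at 1750 genes, 9.13% of those tested, where chance gives 10%. Among 19162 genes tested with limma, 99 had an adjusted p-value under 0.05, of which 1 was higher and 98 were lower in active tumours. The alternative that moved this count furthest upward was DESeq2 on recovered reads, with 208 genes, and edgeR on the same reads called 78. In the authors' deposited table, 204 genes had an adjusted p-value under 0.05, and 93 of the 99 genes were among them. Fits without a single library called between 9 and 71 genes, the lowest count being the one without sedentary replicate 3.

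The genes with the largest decreases were Xirp2, Myh4, Eef1a2 and Myoz1. Xirp2 fell from a normalized count of 1862 ± 656 in sedentary to 12.6 ± 15.3 in active tumours (SD, n = 3 each), a log2 fold change of -7.71 with a standard error of 0.89 and a limma adjusted p-value of 0.0439. Myh4 fell from 28800 ± 13194 to 171 ± 142 normalized counts, with a log2 fold change of -7.58, a standard error of 0.67 and a limma adjusted p-value of 0.0190. Eef1a2 and Myoz1 had log2 fold changes of -7.57 and -7.54. The decrease of Xirp2 stayed at -6.97 or below in fits without 1 library, but its limma adjusted p-value rose to at most 0.264 there (4.32e-16 to 0.264 over all alternatives). No gene that was higher in active tumours met the naming rule.

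The skeletal muscle list, all 13 genes of which were lower in active tumours, had a median log2 fold change of -7.31 and a camera adjusted p-value of 2.28e-42. Among list genes, 11 of 168 passed the threshold over all genes tested and 15 when adjusted over the list alone. Myh2, Pvalb, Mylpf, Tnnc2 and Ckm had the smallest p-values after the rule, with log2 fold changes of -5.34, -7.37, -6.85, -7.43 and -7.51. The type I interferon list was lower, with a median of -0.67 and 14 of 16 genes decreased (camera adjusted p-value 8.10e-10).

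Lists of T cells, NK and cytotoxic cells, B and plasma cells, MHC class II and adipocytes had higher medians in active tumours, at 1.83, 1.27, 2.04, 0.65 and 1.19. Their camera adjusted p-values were 0.000432, 0.000798, 0.0115, 0.00288 and 0.00286. These values rested largely on 1 library. Active replicate 3 had a T cell score, the mean log2(value + 1) of the list, of 10.1, whereas the other week 12 tumours had scores from 4.37 to 5.20. Without it, the T cell median was 0.17 with a camera adjusted p-value of 0.252 (1.01e-05 to 0.719 over all alternatives). The B and plasma cell median was then -0.36, and the NK, MHC class II and adipocyte medians were 0.49, 0.10 and 0.11, none past the threshold. The B and plasma cell list also lost the threshold without sedentary replicate 3, with a median of 1.90. Without active replicate 2 the T cell, B and plasma cell and adipocyte medians were 2.79, 3.42 and 2.41. The lists of macrophages, neutrophils, proliferation, milk and secretory epithelium, fibroblasts and matrix, and hypoxia were not past the threshold, with medians of 0.088, 0.38, -0.17, 0.40, 0.24 and -0.25.

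With fry, only the muscle and interferon lists were past the threshold at week 12. With an estimated correlation none of the lists was. Other groupings of the 6 libraries called as many lists as the real one in 7 of the 10 possible splits, the real one included, so the number of lists called by camera at week 12 was not beyond what these groupings gave.

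**Figure D1:**
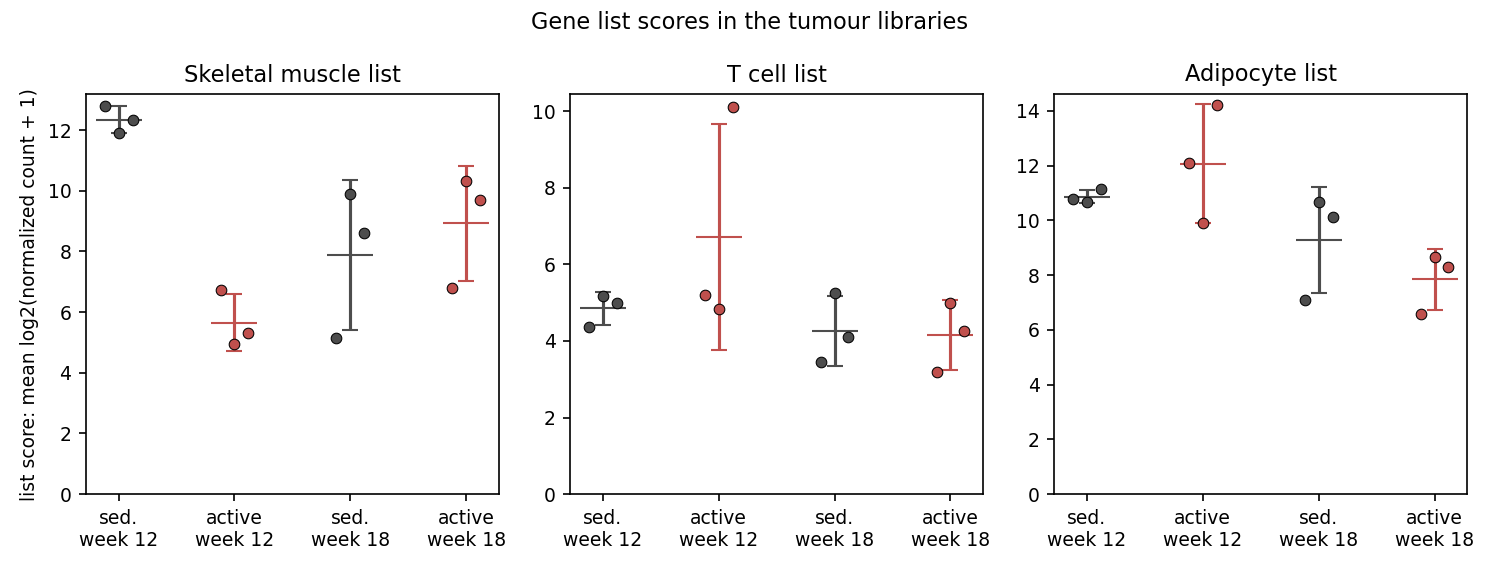
Scores of 3 gene lists in the 12 tumour libraries, as mean log2(normalized count + 1) over the genes of each list, with points for libraries and bars for the group mean ± SD (n = 3). Muscle scores of week 12 sedentary tumours lie at 11.9 to 12.8 and those of active tumours at 4.94 to 6.73, and a single active library has a T cell score of 10.1.

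At week 18 the same comparison had 0 of 18939 genes past the threshold with limma, with 1131 genes at an unadjusted p-value under 0.05 (5.97% of those tested). Groups did not overlap at 13.6% of genes, where chance gives 10%. Without sedentary replicate 1 the count was 5. Pseudocount 0.1 gave 5 genes, and DESeq2 on recovered reads gave 52. The authors' deposited table held 41 genes with an adjusted p-value under 0.05, all among those 52. The genes with the smallest p-values, none past the threshold, were Igkv12-44 and Art2b among those higher, and Gm38025 and Gm7818 among those lower in active tumours. Igkv12-44 and Art2b had at most 3 reads in every library, so both groups were at the floor and no fold is given. Igkv12-44 also belongs to a large gene family. Gm38025 had a log2 fold change of -2.64 and a limma adjusted p-value of 0.0603. It was at the floor in active tumours, and at least 1.87-fold lower there, as Gm7818 was at least 1.29-fold lower. Adjusted over the list alone, 1 list gene passed, Ankrd37 of the hypoxia list. Its normalized count rose from 28.7 ± 6.02 to 124 ± 44.1 (SD, n = 3 each), with a log2 fold change of 2.02 and a limma adjusted p-value of 0.547 over all genes and 0.0174 over the list.

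Of the lists, hypoxia, proliferation and neutrophils were higher in active tumours at week 18, with medians of 1.01, 0.52 and 1.18 (camera adjusted p-values 2.56e-07, 0.000108 and 0.00287). Adipocyte genes were lower with a median of -1.59 (camera adjusted p-value 0.00305), in 12 of 12 genes. With genes at the floor set to their bound the neutrophil median was 1.10. Without sedentary replicate 1 the neutrophil median was 0.32, and without sedentary replicate 2 the proliferation median was 0.21 and the adipocyte median -0.83, none of them past the threshold. The adipocyte list also lost the threshold without sedentary replicate 3 or active replicate 1, and its median ranged from -2.72 to -0.83 over the 6 fits without 1 library and without the replicate block. The hypoxia list stayed past it in all 6 such fits, with medians of 0.66 to 1.44. None of these calls held under fry or the estimated correlation, and 6 of the 10 splits called as many lists. With the replicate block, which treats these tumours as pairs by number, 8 lists were called in place of 4. The others were NK, interferon, muscle and fibroblast. The 6 fits with the block and without 1 library were chosen after the data were seen. Leaving out either library of a pair gave the same list medians, so they hold only 1 separate result per pair. In all of them the adipocyte list stayed past the threshold with medians of -1.29 or lower, as did hypoxia, proliferation, interferon and muscle. The NK and neutrophil lists lost it without replicate 1 of either group, with medians of -0.067 and 0.51, and the fibroblast list without replicate 2 or 3 of either group, with -0.21 and -0.20. Lists not called without the block were T cell, NK, B cell, macrophage, MHC class II, interferon, milk, muscle and fibroblast, with medians of -0.065, -0.68, -0.24, 0.13, -0.085, 0.41, 0.13, 1.04 and -0.32.

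Whether the effect of activity differed between weeks was tested as an interaction over 12 tumours. Of 19241 genes, 2 were past the threshold with limma, and 1217 had an unadjusted p-value under 0.05. They were Isl1, with a difference of 3.61 on the log2 scale, and Gm16534, with -2.49, both at a limma adjusted p-value of 0.0392. Both fell outside the naming rule and were chosen after their values were seen. Without active replicate 1 of week 18, 23 genes were called. The differences of the gene lists are given with the results that differ between weeks. The macrophage, neutrophil, MHC class II, milk, and fibroblast lists did not differ by camera, with medians of 0.14, 0.91, -0.78, -0.17 and -0.70. The 2 effects had a Spearman correlation of -0.158 across 18860 genes, which are not independent replicates. Leaving out active replicate 3 of week 12 brought it to -0.0404. The overlap of called genes was not tested, since none was called at week 18.

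In HSC, active against sedentary mice, 0 of 13513 genes were past the threshold with limma, and 1252 had an unadjusted p-value under 0.05 (9.27%). Groups did not overlap at 19.7% of genes, where chance gives 10%. DESeq2 on recovered reads called 274 genes, of which 264 were higher in active HSC, and the authors' deposited table held 223, of which 222 were shared with DESeq2. edgeR called 0 genes, with 1600 at an unadjusted p-value under 0.05. With the other column numbered 6, limma called 0 genes and 359 had an unadjusted p-value under 0.05. Serpina12 and Zfp819 had the smallest p-values among genes higher in active HSC, and Gm5176 and Spsb1 among those lower, all with a limma adjusted p-value of 0.475. Serpina12 had 0 reads in sedentary and at most 3 in active libraries, so both groups were at the floor and no fold is given. Gm5176 was at the floor in active HSC and at least 3.01-fold lower there. Gp9 passed when adjusted over the list alone, with a log2 fold change of 2.99 and a list adjusted p-value of 0.0433 from limma. With the other column numbered 6 the log2 fold changes of Zfp819, Gm5176, Spsb1 and Gp9 were 0.40, -1.66, -0.60 and 1.87, and Serpina12 was not among the genes tested there.

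Neutrophil genes were higher in active HSC, 15 of 15 with a median of 2.08 (camera adjusted p-value 1.45e-05). With the floor gene set to its bound the median was 2.22, and with the other column numbered 6 it was 0.75. Without active replicate 2, the column in question, it was 1.25. Myeloid progenitor genes had a median of 0.87 and megakaryocyte and erythroid genes of 1.30, which became 0.31 and 0.61 with the other column. Lymphoid priming genes had a median of -1.16, which became -0.27 and was no longer past the threshold (camera adjusted p-value 0.204, and 0.0164 to 0.646 over all alternatives). The proliferation and immediate early lists, with medians of -0.11 and 0.45, also lost the threshold with the other column, where they were -0.076 and 0.30, and in 3 and 4 of the 6 fits without 1 library. The lymphoid priming list lost it without sedentary replicate 3, with a median of -0.92, and the megakaryocyte and erythroid list without active replicate 3, with a median of 1.49. Long-term HSC, B cell, MHC class II, interferon and oxidative phosphorylation lists were not called, with medians of 0.062, 0.21, 0.95, 0.38 and -0.12. None of the calls held under fry or the estimated correlation. Among the 10 splits 2 called as many lists, the real one included.

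Transplant HSC were compared with active HSC, where week and transplantation differ together. With limma 7 of 13633 genes were past the threshold, 1 higher and 6 lower in transplant HSC. Groups did not overlap at 25.2% of genes, where chance gives 10%. The count was 1126 with DESeq2 on recovered reads, 1 with edgeR, 97 with limma-voom, 0 with the replicate block (2832 at an unadjusted p-value under 0.05) and 1 with the other column numbered 6, which shared none of the 7 genes. Without active replicate 1 the count was 79, and without active or transplant replicate 2 it was 0. Neither the fit of replicates 1 and 2 alone nor the fit with a term for name style called a gene, with 1889 and 2748 genes at an unadjusted p-value under 0.05. The authors' deposited table held 1080 genes past the threshold, 4 of them among the 7. Aldh1a1 rose from 43.7 ± 4.78 to 193 ± 20.9 normalized counts (SD, n = 3 each), with a log2 fold change of 2.11, a standard error of 0.14 and a limma adjusted p-value of 0.0206. Moxd1 fell from 175 ± 12.4 to 18.6 ± 4.53, with a log2 fold change of -3.19, a standard error of 0.19 and a limma adjusted p-value of 0.0203. B630019K06Rik and Tmem132a fell by 1.94 and 1.73 on the log2 scale. Adjusted over the list alone, 28 of 139 list genes passed, against 1 over all genes. Of these, Blk was at least 2.20-fold lower and Mzb1 at least 1.04-fold lower in transplant HSC, where both were at the floor. Flt3, Irf8 and Ifit2 had log2 fold changes of -3.47, -1.25 and 1.12. With the other column numbered 6, none of these 9 genes was past the threshold over all genes. The log2 fold changes of Aldh1a1, Moxd1 and Tmem132a were then 0.76, -1.07 and -0.67, and those of Flt3, Irf8 and Ifit2 were -1.75, -0.71 and 0.52.

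The neutrophil list had a median of 2.10 in this comparison, and 0.67 with the other column numbered 6. The lymphoid priming list had a median of -1.72, or -1.57 with genes at the floor set to their bound, and -0.62 with the other column. Myeloid progenitor, megakaryocyte and erythroid, B cell, MHC class II and interferon lists had medians of 0.96, 1.39, -1.62, 0.62 and 0.53, and each was past the camera threshold with either column. With the other column these medians were 0.45, 0.57, -1.50, 0.50 and 0.24. The B cell list held 4 tested genes, and its median was -0.87 with genes at the floor set to their bound. The lists of proliferation, long-term HSC, immediate early genes and oxidative phosphorylation, with medians of -0.11, -0.0047, 0.082 and 0.25, were not called. With the other column the oxidative phosphorylation list was called, with a median of 0.22. With the replicate block the oxidative phosphorylation list was called too, but not without replicate 3 of either group, where its median was 0.18. With the block the megakaryocyte and erythroid list was not called without replicate 1 of either group, and the interferon list without replicate 3, with medians of 1.02 and 0.51. Under fry 3 lists remained past the threshold, and none with the estimated correlation.

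Transplant and sedentary HSC, which do not involve library 6, were compared in the added analysis. limma called 1553 of 13348 genes, 1059 higher and 494 lower in transplant HSC. Groups did not overlap at 38.8% of genes, where chance gives 10%. DESeq2 on recovered reads called 3172 genes, 1428 of them among the 1553. Within replicates 1 and 2, which share depth and name style, 1944 genes were called, 1081 of them among the 1553. The third replicate has 1 library per group and gives no value alone. Fits without a single library called between 237 and 1674 genes, the lowest being without sedentary replicate 2. The 4 largest increases were Ltf, BC100530, Slc6a4 and Thbs1, with log2 fold changes of 6.70, 6.61, 5.99 and 5.24. The 4 largest decreases were Dntt, Klhl30, Kcng1 and 5930403L14Rik, with -6.66, -4.98, -4.69 and -4.61. BC100530 belongs to a family of similar genes, so its reads are uncertain. Dntt and Ltf were among those that lost the threshold without some of the libraries, in 4 and 3 of 6 fits.

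Among the list genes of this comparison 40 of 139 passed over all genes and 55 when adjusted over the list alone. S100a8 rose from 369 ± 122 to 6319 ± 886 normalized counts (SD, n = 3 each), with a log2 fold change of 4.13, a standard error of 0.25 and a limma adjusted p-value of 0.00496. S100a9 and Lcn2 rose by 4.74 and 2.94 on the log2 scale, and Flt3 fell by 4.18. Ngp rose from 185 ± 106 to 5248 ± 325 normalized counts (SD, n = 3 each). The neutrophil list had a median of 2.78 and the lymphoid priming list of -2.16 (camera adjusted p-values 6.26e-08 and 0.00793). Myeloid progenitor, megakaryocyte and erythroid, and MHC class II lists had medians of 1.26, 1.94 and 1.62. The MHC class II list lost the threshold without transplant replicate 1 or 3. Among these 5 lists, 4 were past the threshold under fry and none under the estimated correlation. By camera, the B cell, interferon, proliferation, long-term HSC, immediate early and oxidative phosphorylation lists were not called. Their medians were -1.09, 0.97, -0.14, 0.12, 0.32 and 0.13. Of these, the interferon list was past the threshold under fry, with a fry adjusted p-value of 0.0205.

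**Figure D2:**
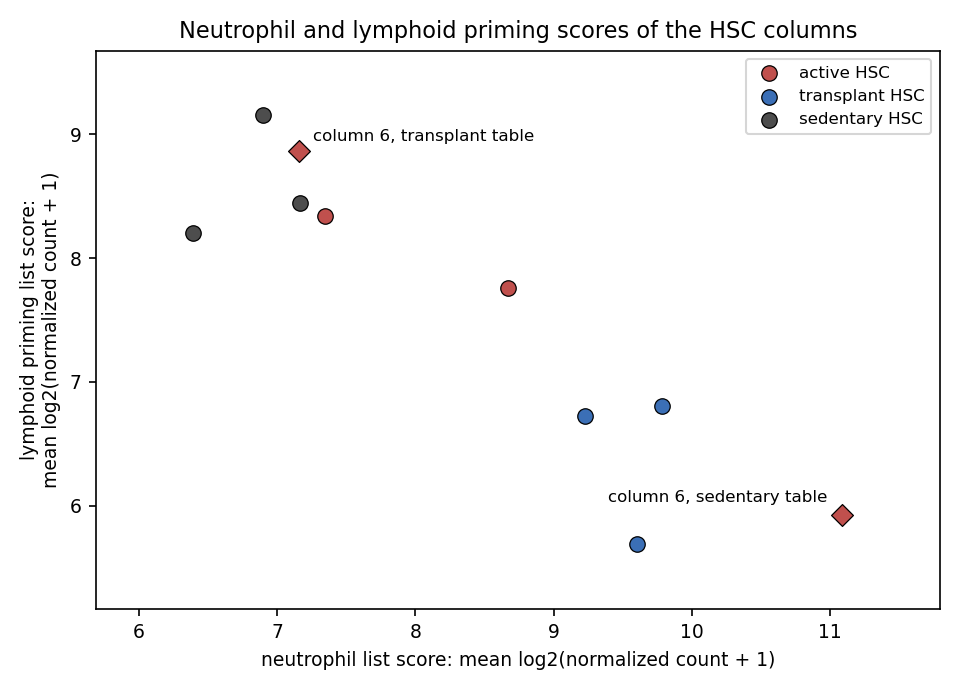
Lymphoid priming score against neutrophil score, each the mean log2(normalized count + 1) of its list, in 10 HSC columns scaled together, with diamonds for the columns numbered 6. Transplant HSC have neutrophil scores of 9.22 to 9.78 and sedentary HSC of 6.39 to 7.17, while the columns numbered 6 lie at 11.1 and 7.15.

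The log2 fold changes of active against sedentary and of transplant against active HSC had a Spearman correlation of 0.582 across 13398 genes, which are not independent replicates. Because active libraries enter both with opposite sign, unchanged groups gave a mean of -0.446 with 3 shared libraries and -0.295 with 2, when genes were simulated as independent. When the correlation between genes was kept, 2 and 3 of 100 draws were as high as the observed value. For this agreement between the 2 HSC comparisons, the correlation without the columns numbered 6 was 0.188, and with these columns exchanged between the tables it was 0.0926.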

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

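No group held more than 3 libraries, so no search for single distant samples was made. The results below differ between weeks by the interaction test in tumours. The tests on quantile normalization, on single active libraries at week 12 and on the lowest counts of Gm16534 were chosen after the result was seen.

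The skeletal muscle list had a difference of 8.22 between its effects at week 18 and week 12 (camera adjusted p-value 1.26e-21). Adult myosin reads made up at least 99.9% of adult and developmental muscle myosin reads in each week 12 sedentary library. In the week 12 active libraries this share was 100%, 100% and 95.0%, so it cannot tell the groups apart. Under quantile normalization the week 12 median was -7.36, and with the trend of GC content and transcript length removed it was -7.31, which argues against scaling and against GC content or length. Skeletal muscle tissue in the sedentary samples is a candidate source, since Myh4 alone had a mean of 28800 normalized counts there. A response of the tumours to activity was not tested apart from it. All 13 list genes were listed in the tumour tables.

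T cell, NK and cytotoxic, and B and plasma cell lists had differences of -1.75, -1.67 and -2.30. Without active replicate 3 of week 12 the T cell and B cell differences were 0.049 and 0.042, and the NK difference was -0.97. The B cell difference also lost the threshold without sedentary replicate 3 of week 12, sedentary replicate 2 or active replicate 1 of week 18, and the NK difference without active replicate 1 of week 18, at -1.04. The week 12 B cell median was -0.36 without active replicate 3 of week 12. A lymph node list of 8 genes, all tested in the tumours and none shared with the T or B cell list, had a median of 1.45 at week 12, below the T cell median of 1.83, and its score in active replicate 3 was 9.56, whereas no other tumour exceeded 4.15. Each lymph node gene was highest in this library among the week 12 tumours. Chst4, for example, had 127 normalized counts there and at most 1.05 in the others. The median did not reach the size set for the test, but it spans 3 active libraries. It therefore cannot judge lymph node tissue in 1 of them. Such tissue in this library may contribute, and this stays open. Called genes took at most 0.824% of the sedentary reads, too little for dilution by muscle RNA to explain the rise. The T cell median after removal of the GC and length trend was 1.80, which argues against that trend. One active library may account for the pattern.

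The adipocyte list had a difference of -2.83. Without 1 library it ran from -4.10, without active replicate 2 of week 12, to -1.67, without active replicate 3 of week 12, and stayed past the threshold. In a second list of 12 adipocyte genes, none shared with the first, 11 were higher at week 12 and lower at week 18. After removal of the GC and length trend the difference was -2.72. A different share of adipose tissue in the samples is therefore a candidate explanation. Without active replicate 3 the week 12 median was 0.11, so the rise at week 12 also rested on that library.

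Hypoxia, proliferation and interferon lists had differences of 1.30, 0.74 and 1.10. Without 1 library the hypoxia difference ran from 0.71, without sedentary replicate 1 of week 12, to 1.97, without active replicate 2 of week 18, and stayed past the threshold. Removal of the GC and length trend left the hypoxia difference at 1.39, which argues against that trend. The proliferation difference was 0.34 without active replicate 3 of week 12, and 0.41 without sedentary replicate 2 of week 18, the latter not past the threshold. Without sedentary replicate 1 of week 18 the interferon difference was 0.39, so a large part of it may rest on 1 library. The interferon difference reached 1.61 at most and stayed past the threshold in all 12 fits without 1 library. Activity remains open as an untested biological explanation.

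Isl1 and Gm16534 had differences of 3.61 and -2.49. Without 1 library, each lost the threshold in 9 of 12 fits. Isl1 had a mean of 13.7 reads in sedentary tumours of week 12 and was at the floor in the 3 other groups, which keeps counts near the floor open for it. Gm16534 had no group at the floor. Its lowest group mean was 7.33 reads and its libraries held 6 to 33, which argues against the floor as the whole cause. An activity effect that differs between weeks stays open for both.

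Of the 200 splits that regroup libraries within each week, 100 were drawn. Of these, 4 gave as many genes with an adjusted p-value under 0.05 and 42 gave as many lists, the real split included. As many lists as were found may therefore arise from such regroupings. With fry the muscle list alone differed, and with the estimated correlation none did.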

How the results depend on the processing

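All fits of transplant against sedentary HSC, all count tests, the exchanges of column 6, the fit of 8 HSC libraries, the fits of replicates 1 and 2 and the lists for the difference between weeks were chosen after seeing the data. So were lists under other filters, pseudocounts and joint fits. The causes of the changes were not tested, except where a smaller set of genes or libraries entered the fit.

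For tumour week 12, active against sedentary, 99 genes became 24 with at least 10 in every sample, 0 with the replicate block, 9 with 1 fit of 12 tumours and 208 with DESeq2. Genes near 0 in active tumours cannot enter the stricter filter. For tumour week 18, active against sedentary, 0 genes became 1 at an adjusted p-value under 0.1, 5 with pseudocount 0.1 and 52 with DESeq2. For HSC, active against sedentary, 0 became 1 with pseudocount 0.1 and 274 with DESeq2.

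For HSC, transplant against active, 7 genes became 17 at an adjusted p-value under 0.1, 15 with quantile normalization, 34 with trend and robust options, 0 with the replicate block, 0 with the term for library name style and 0 in replicates 1 and 2. They became 1 with edgeR, 1126 with DESeq2, 97 with limma-voom, 4 with 1 fit of 8 HSC libraries and 1 with the other column 6. Under quantile normalization 4 were higher and 11 lower, against 1 and 6. DESeq2 called 757 higher and 369 lower genes, limma-voom 60 and 37, and trend and robust options 18 and 16. The fit of 8 HSC libraries called 1 higher and 3 lower. The gene called by edgeR and the gene called with the other column 6 were lower. The balance of directions therefore depended on the processing.

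For HSC, transplant against sedentary, 1553 genes became 2955 at an adjusted p-value under 0.1, 976 with an absolute log2 fold change of at least 1, 2778 with trend and robust options, 99 with the replicate block, 2596 with edgeR and 3172 with DESeq2. Quantile normalization called 914 higher and 700 lower genes, against 1059 and 494. Median-of-ratios scaling was already in use there and was not run again. For the difference between weeks, 2 genes became 0 with at least 10 in every sample, trend and robust options, the replicate block, edgeR or limma-voom, 4 with pseudocount 5 and 172 with DESeq2. Under quantile normalization both of the 2 called genes were higher, against 1 of 2.

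Lists called fell to 0 in all 6 comparisons with the estimated correlation. With fry they fell from 7 to 2 at week 12, from 4 to 0 at week 18, from 6 to 0 in active against sedentary HSC, from 7 to 3 in transplant against active HSC and from 8 to 1 for the difference between weeks. At week 18 the replicate block gave 8. In active against sedentary HSC the lists called were 2 with at least 10 in every sample, 3 with 1 fit of 8 libraries and 3 with the other column 6. In transplant against sedentary HSC they were 3 with at least 10 in every sample and 8 with pseudocount 0.1.

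Fits that each left out one library called 9 to 71 genes at week 12, 0 to 5 at week 18, 0 to 0 in active against sedentary HSC, 0 to 79 in transplant against active HSC, 237 to 1674 in transplant against sedentary HSC and 0 to 23 for the difference between weeks. Lists called ranged from 2 to 10, 4 to 5, 4 to 6, 7 to 9, 4 to 8 and 6 to 10 in the same order. Without active replicate 3 of week 12, the B and plasma cell list in tumour week 12, active against sedentary, and the T cell list and the B and plasma cell list in tumour, difference of the activity effect between week 18 and week 12, reversed. Their medians ranged from -0.36 to 3.42, from -2.70 to 0.049 and from -3.53 to 0.042 across the fits that each left out one library. The agreement of the activity effect between weeks ranged from -0.214 to -0.0404. The agreement between the 2 HSC comparisons ranged from 0.188 to 0.610, with 0.0926 when the columns numbered 6 were exchanged.

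Replicate numbers paired the samples in week 18 tumours and in transplant against active HSC, where the block gave 0 genes in each, with 1404 and 2832 at an unadjusted p-value under 0.05. At week 12 it gave 0, with 813 at an unadjusted p-value under 0.05. Elsewhere the numbers did not pair the samples by these correlations, although replicate 3 of all 3 HSC groups also shared depth and name style. The correlations of the pairs were -0.0334, -0.0952 and 0.0922 at week 12, 0.249, -0.0319 and 0.170 for active against sedentary HSC, and -0.113, 0.156 and 0.0494 for transplant against sedentary HSC. Besides the counts of genes and lists given for the block here and above, it changed no count by over 1.5 times. Among 791 values of named genes under the alternatives, 600 kept direction and side of the threshold, 176 were weaker and 15 stronger. Among 710 list values 590 kept both, 117 were weaker and 3 reversed.

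The 6 libraries of a comparison can be split into groups of 3 in 10 ways, the real one included, so no share can fall under 0.1. As many genes were called in 1 of 10 splits at week 12, 10 at week 18, 10 for active against sedentary, 1 for transplant against active and 1 for transplant against sedentary HSC. As many lists were called in 7, 6, 2, 1 and 4 of the 10. At week 18 and for active against sedentary HSC the real split called 0 genes, so all 10 splits had as many by construction. For genes, these splits therefore test nothing there. Of the 4 splits that part all pairs, 1 called as many lists in each paired comparison, the real one included.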

Other observations

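The tests on column 6 and those on a lower share of HSC, on Retnlg and Mmp9 and on the fall of lymphoid genes against all genes were chosen after the result was seen. The comparison of non-coding with coding genes was too.

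The columns numbered 6 differed by a mean chi-square of 148 per gene, far above sampling noise. The other 2 shared libraries differed at 4 genes each, which argues against a second count of the same reads. Pairs of other HSC libraries had values from 14.4 to 225, so a different library in one of the tables is a candidate explanation. The column of the transplant table was nearest to sedentary replicate 2, with 6.86, the lowest of all pairs. The column of the sedentary table was nearest to transplant replicate 2, with 33.9. Which column is library 6 cannot be read from these values.

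Neutrophil genes were higher in active than in sedentary HSC by a median of 1.25 without the column numbered 6, so that column alone does not account for the direction. With the other column in its place the median was 0.75. Of the remaining active libraries, replicate 1 had the higher value for most list genes. With the HSC columns scaled together, S100a8 was 2587 in replicate 1 and 503 in replicate 3, against 291 to 513 in sedentary HSC. Lcn2 in replicate 3 was 535, above the 235 to 350 of sedentary HSC. The rise without that column was thus uneven between the active libraries.

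Neutrophil genes were higher in transplant than in sedentary HSC. Late neutrophil genes, 9 of 9 tested, rose by a median of 2.64, and early granule genes, 8 of 8, by 4.67. S100a8 and S100a9 reached 6319 and 7082 normalized counts in transplant HSC. Mature neutrophil RNA as the whole source would also bring Retnlg and Mmp9, which stayed at means of 4.84 and 4.96, or 0.0766% and 0.0785% of S100a8. In the tumour groups, with Retnlg means of only 2.98 to 7.74, it was at least 3.18% of S100a8, which would put it at 201 in transplant HSC. That reference rests on a few Retnlg reads per tumour library, and the share in tumours may not hold in sorted HSC. This test therefore cannot decide the question. A rise of the late genes had been predicted in advance for mature neutrophil RNA, and it was found. Mature neutrophil RNA stays open as a source. Earlier granulocytic cells were not tested apart. The late list shares no gene with the neutrophil list, and the early list shares 3, Ltf, Ngp and Camp. All 9 late genes were also listed for sedentary HSC. The median was 2.58 after removal of the GC and length trend and 3.07 in replicates 1 and 2, which argues against that trend and against depth. Transplantation, week and activity stay open together.

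Lymphoid priming genes were lower in transplant than in sedentary HSC. Their median minus that of all genes was -2.16. Scaling held the median of all genes at -0.00044, so this value restates the list median. Added neutrophil RNA could not give the fall if it lowered all other genes alike. Whether it would do so was not tested, so this explanation stays open. Lymphoid minus neutrophil medians gave -4.94. A lower share of HSC with granulocytic cells in their place could also move these markers apart. This value therefore cannot decide on a lower share of HSC, which stays open. The median was -1.70 in replicates 1 and 2 and -2.22 after removal of the GC and length trend.

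Genes outside the protein-coding class, 3179 of them, had a median log2 fold change of -0.34 at week 18. It lay -0.18 from the mean of 1000 sets of coding genes matched on level, below all of them. Removal of the GC and length trend in the fit with the replicate block left -0.17, and -0.31 to 0.018 over the 6 such fits without 1 library. Without sedentary replicate 1 the difference was -0.030, and 62 of 1000 sets were as low, so 1 library decides it and unspliced or intergenic RNA and GC content cannot be told apart here. At week 12 the difference was -0.000688, with 482 of 1000 sets as low.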
